A study of Mus musculus with 9 samples.

How the data were processed

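RNA from long-term hematopoietic stem cells (LT-HSCs), the self-renewing stem cells of the blood, sorted from the bone marrow of C57BL/6 mice (a standard inbred laboratory strain) was sequenced at 3 ages: young (2 months), middle-aged (12 months) and old (22 months). There were 3 libraries per age and 9 in all. Per the labels' protocols, each young library came from several pooled mice and each middle-aged or old library from a single mouse, so age and pooling cannot be separated in a comparison with young. Cells were sorted into lysis buffer, total RNA was extracted with a column kit for small samples, and polyA RNA libraries were made with standard Illumina methods, per the labels' protocols.

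The authors deposited one table of raw counts per Ensembl mouse gene, with one column per library. The deposited counts were whole numbers and their sums differed between libraries. The labels do not state the aligner, the counting tool, the genome build, the annotation release, the read length or whether counting used strand. Genomic coordinates are therefore not given, and genes that overlap another gene or have close paralogs are to be read with that limit. The table held 38924 genes, of which 17059 had no count in any library. Gene symbols came from GENCODE release M21 (GRCm38). They matched 37607 IDs, and 1317 IDs had no symbol there. Each column was assigned to its sample by the library name in the sample description. Groups and replicate numbers came from the sample titles. Replicates were compared by a chi-square test of their counts, over genes with at least 20 counts in the pair. The chi-square per degree of freedom was between 39.1 and 221 in the 9 replicate pairs, so no pair agreed within sampling noise as a library deposited more than once would. Each library was counted as 1 replicate because the labels give it as a separate sample.

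Genes were kept by edgeR's filterByExpr with the age groups (minimum count 10, minimum total 15), which left 15054 genes. Library sizes were scaled by TMM. The main test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3, glmQLFit and glmQLFTest with default settings), two-sided, with one model over all 9 libraries. It was used for the 3 pairwise contrasts and for one F-test over the 3 ages. P-values were adjusted by the Benjamini-Hochberg method over all tested genes and the threshold was a false discovery rate (FDR) of 0.05. Standard errors of log2 fold changes were computed as the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. CPM values are TMM-scaled, and log2 CPM used a prior count of 2.

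A list of 30 genes described as higher in aged mouse LT-HSCs and a list of 20 genes of the insulin-like growth factor (IGF) axis were written from general knowledge before the data were examined. They were tested on the edgeR fit with fry, a rotation test of the genes in a list without a background, and with camera, which compares the list with all other genes at a preset correlation between genes (limma 3.58.1). Both rest on the fitted model and are not exact tests over the libraries. For a score of the position of each library between young and old, genes past the FDR were selected in a fit of the young and old libraries alone. The score was the mean log2 CPM of genes higher in old minus that of genes lower in old, scaled to a young mean of 0 and an old mean of 1. Middle-aged and young scores were compared by an exact permutation test, two-sided. With 3 libraries against 3 the smallest p this exact test can give is 0.1.

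The rule for naming genes was set before the data were examined: in each comparison, among genes past the FDR with an absolute log2 fold change of at least 1 and no overlap in CPM between the libraries of the 2 ages, the 4 with the smallest p-value in each direction, plus members of the 2 lists. Other names were chosen after their values were seen, and this is said where they appear. Whether a gene's exons overlap those of another gene was read from GENCODE M21.

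The total count per library ranged from 12540099 to 17500883. The smallest level a library could show, taken as 3 counts, lay between 0.171 and 0.239 CPM, unscaled. Wilson 95% confidence intervals were given for shares of counts. Intervals and floors cover counting error only.

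The alternatives set before the data were examined were other scalings (relative log expression, the DESeq2-type size factor, and upper quartile), no count filter, a mean count of at least 10, DESeq2 1.42.0, limma-voom, a robust prior, a fit of only the 2 ages compared, the replicate number as a block, a minimum log2 fold change of 1, a selection at an FDR of 0.01 and held-out scoring for the position, a mixed-direction fry test for the IGF list, and leaving out each library in turn. Replicate numbers are shared between ages in the sample titles, which is where the pairing comes from, although same-numbered libraries are different animals or pools. Alternatives chosen after seeing the data were dropping mitochondrial and 3 rRNA-like genes (Gm42418, Gm26917 and Lars2), the mitochondrial share as a covariate, and a loess correction for GC content and transcript length, which were known for 14811 of the tested genes. The genes apart in middle age were also counted without a filter and with DESeq2, again chosen later. The test scripts were tested on simulated data in which 200 of 14713 genes had been changed in the middle-aged libraries. Only genes above a minimum mean level were changed. The counts were drawn with edgeR's own dispersion estimates and without repeat draws. edgeR called 131 of these 200 genes with 1 false call, limma-voom called 120 with 1 false call, and DESeq2 called 145 with 39 false calls. Figures were drawn with matplotlib 3.10.9.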

Results

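LT-HSCs were profiled at 2, 12 and 22 months of age to ask how their gene expression differs between young, middle-aged and old mice, and how much of the old state is already present at middle age. Each age was represented by 3 libraries. Total counts were 14758032, 14663550 and 14744418 in young replicates 1, 2 and 3. They were 14536421, 15292761 and 15982209 in the middle-aged replicates, and 12540099, 17500883 and 13868662 in the old replicates. Between 16752 and 18171 genes had at least 1 count in a library. Xist, the RNA of the inactive X chromosome, had at least 38271 counts in every library. The Y-linked genes Ddx3y, Eif2s3y and Kdm5d had 0 counts in every library, and Uty, also Y-linked, had between 24 and 67 counts.

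A large part of each library fell on mitochondrial genes, and this part varied within each age. The mitochondrial share of counts was 13.2% in young replicate 1 (95% Wilson interval 13.20 to 13.24), 24.2% in young replicate 2 and 19.5% in young replicate 3. It was 35.4%, 20.1% and 24.9% in middle-aged replicates 1, 2 and 3. In the old replicates it was 31.6%, 9.51% (95% Wilson interval 9.49 to 9.52) and 28.7%. The group means were 18.99% ± 5.52 (SD, n = 3) in young, 26.8% ± 7.81 (SD, n = 3) in middle-aged and 23.3% ± 12.0 (SD, n = 3) in old libraries. These differences were within the spread between replicates (exact permutation test, two-sided, p = 0.2 for young against middle-aged, p = 0.6 for young against old and p = 0.8 for middle-aged against old, where the smallest possible p is 0.1). The mitochondrial rRNA gene mt-Rnr2 alone took from 6.15% to 21.8% of the counts of a library. Counts outside mitochondrial and 3 rRNA-like genes ranged from 7606554 to 14276346 per library, so the depth available for nuclear genes differed more between libraries than the total did.

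**Figure D1:**
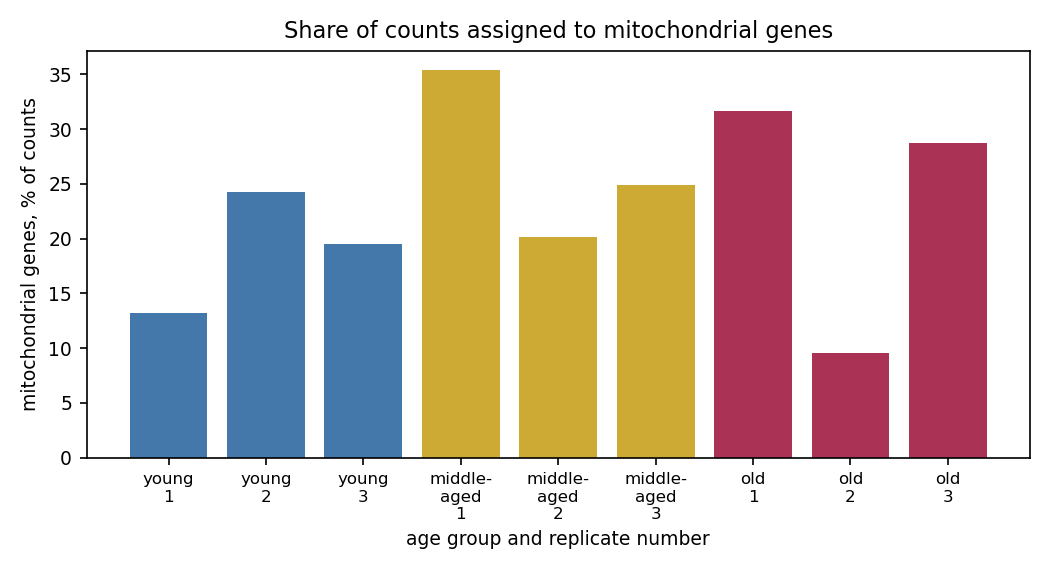
Share of counts assigned to mitochondrial genes (vertical axis, percent of the library's total count) in each of the 9 libraries (horizontal axis, age group and replicate number); each bar is one library. The share runs from 9.51% in old replicate 2 to 35.4% in middle-aged replicate 1, and the ages overlap.

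Replicates of one age differed considerably. The common biological coefficient of variation was 0.489 over all libraries. Estimated within each age it was 0.474 among young, 0.520 among middle-aged and 0.476 among old libraries. The first principal component of log2 CPM held 18.2% of the variance. Every young library scored below every middle-aged library on it, while the old libraries overlapped both ages. Young libraries had first-component scores of -70.0, -41.4 and -14.3, middle-aged libraries 50.3, -3.33 and -2.71, and old libraries 42.6, -20.7 and 59.6.

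The comparison of middle-aged with young LT-HSCs asked which genes differ by 12 months. Of 15054 genes tested, 10 passed an FDR of 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg), all 10 higher in middle-aged libraries and 0 lower. All 10 had an absolute log2 fold change of at least 1. At an unadjusted p under 0.05 there were 1037 genes, 593 higher and 444 lower, where 752.7 are expected by chance. The number of calls was most sensitive to the test: DESeq2 called 130 genes (104 higher, 26 lower), which included all 10, and limma-voom called 6.

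The 4 genes with the smallest p-values, by the rule set in advance, were Clca3a1, Bmpr1a, Sult1a1 and Jam2. Clca3a1 (ENSMUSG00000056025) rose from 25.3 ± 1.20 CPM in young to 224 ± 76.9 CPM in middle-aged libraries (SD, n = 3 each), a log2 fold change of 3.15 with a standard error of 0.28 (edgeR adjusted p = 3.57e-04). Bmpr1a (ENSMUSG00000021796), which encodes a receptor for bone morphogenetic proteins, rose from 2.69 ± 1.32 to 49.5 ± 3.74 CPM (SD, n = 3 each). Its counts were between 21 and 61 in young and between 601 and 800 in middle-aged libraries, and its log2 fold change was 4.20 with a standard error of 0.38 (edgeR adjusted p = 3.57e-04). Sult1a1 (ENSMUSG00000030711) rose from 15.5 ± 8.05 to 138 ± 19.6 CPM (SD, n = 3 each), a log2 fold change of 3.15 with a standard error of 0.34 (edgeR adjusted p = 0.00175). Jam2 (ENSMUSG00000053062) rose from 20.6 ± 4.93 to 85.6 ± 13.5 CPM (SD, n = 3 each), a log2 fold change of 2.05 with a standard error of 0.24 (edgeR adjusted p = 0.00328). The exons of Clca3a1, Bmpr1a and Sult1a1 each overlap 1 annotated gene on the opposite strand, so their counts are uncertain if counting ignored strand.

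The comparison of old with young LT-HSCs asked the same at 22 months. In the same model 9 genes passed an FDR of 0.05 (edgeR), all 9 higher in old libraries and 0 lower. At an unadjusted p under 0.05 there were 858 genes, 588 higher and 270 lower. DESeq2 called 117 genes, 111 higher and 6 lower. The genes with the smallest p-values were Clca3a1, Bmpr1a, Sult1a1 and Aldh1a1. Clca3a1 reached 208 ± 59.9 CPM in old libraries (SD, n = 3), a log2 fold change of 3.04 over young with a standard error of 0.28 (edgeR adjusted p = 7.45e-04). Bmpr1a reached 36.5 ± 8.69 CPM (SD, n = 3), a log2 fold change of 3.76 with a standard error of 0.38 (edgeR adjusted p = 0.00111). Sult1a1 reached 116 ± 31.4 CPM (SD, n = 3), a log2 fold change of 2.91 with a standard error of 0.34 (edgeR adjusted p = 0.00402). Aldh1a1 (ENSMUSG00000053279), an aldehyde dehydrogenase gene, rose from 77.0 ± 11.1 CPM in young to 289 ± 94.9 CPM in old libraries (SD, n = 3 each). Its log2 fold change was 1.91 with a standard error of 0.24 (edgeR adjusted p = 0.00646).

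**Figure D2:**
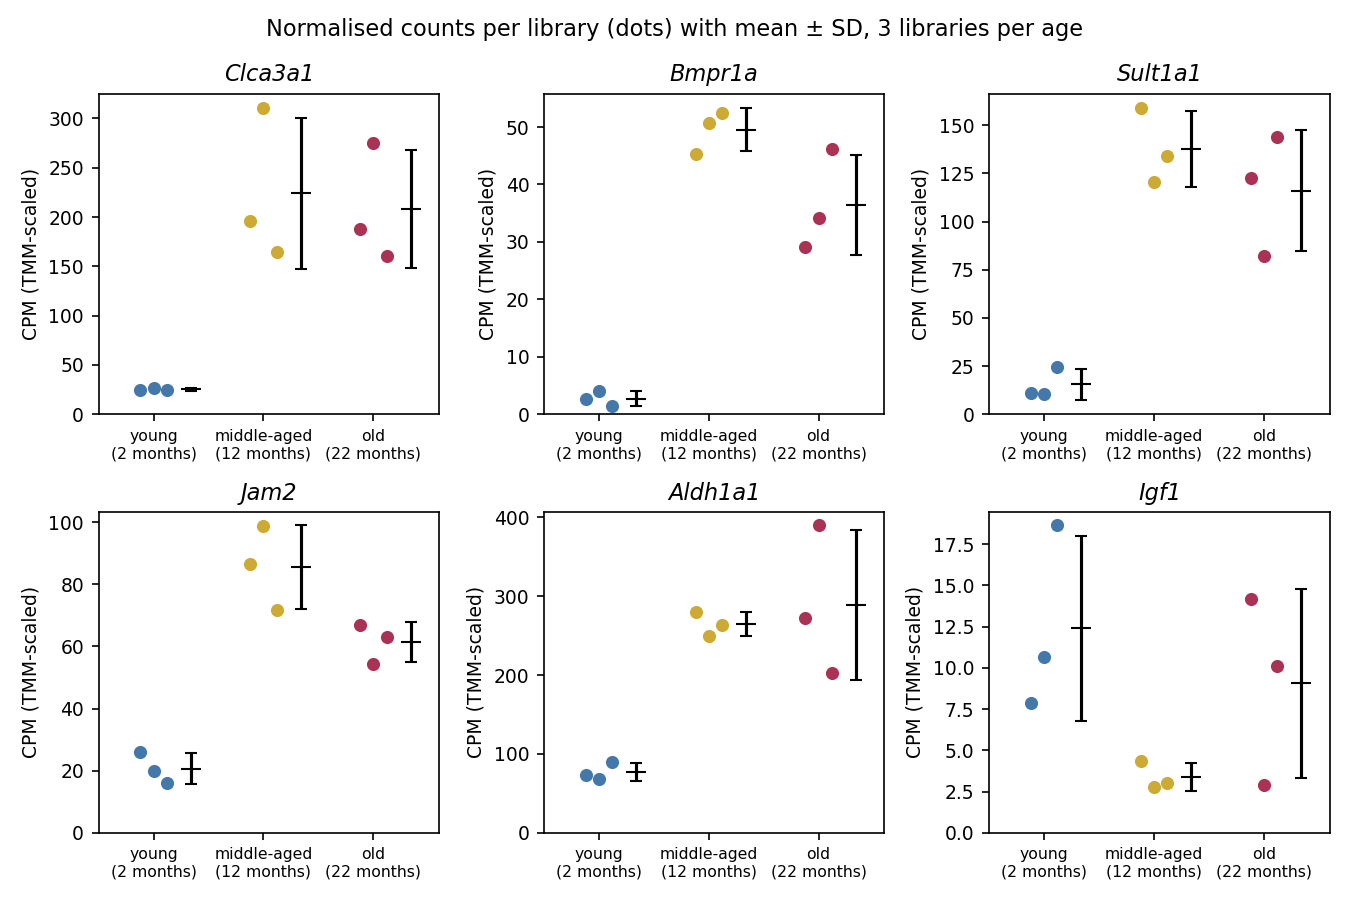
Normalised counts (vertical axis, TMM-scaled CPM) of 6 genes in the 9 libraries by age (horizontal axis); dots are libraries and the black marks are the mean ± SD of 3 libraries. For Clca3a1, Bmpr1a, Sult1a1, Jam2 and Aldh1a1 every middle-aged and old library lies above every young library, while for Igf1 only the middle-aged libraries lie apart from the young ones.

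Comparing old with middle-aged libraries, no gene passed an FDR of 0.05 (edgeR, 0 of 15054 genes). At an unadjusted p under 0.05 there were 715 genes, fewer than the 752.7 expected by chance. The smallest adjusted p was 0.657. The CPM values of the 2 ages did not overlap for 9.36% of genes, where chance gives 10% for 3 libraries against 3. The corresponding shares were 12.6% for middle-aged against young and 11.3% for old against young. The main test thus called no gene between 12 and 22 months, while edgeR without a count filter called 14 genes and DESeq2 called 21. On simulated data at this sample size edgeR recovered 65.5% of the simulated changes, so some changes could be missed. The simulated changes were of 1 to 3 log2 units, in middle-aged against young, and only in genes above a minimum mean level. The recovered share therefore does not apply to smaller changes or to weaker genes.

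The gene calls of the 2 comparisons against young were then set side by side. Of the 10 genes called at 12 months and the 9 called at 22 months, 8 were shared, and all 8 were higher at both ages. These were Clca3a1, Bmpr1a, Sult1a1, Jam2, Aldh1a1, Selp, Klrb1c and Clec1a. Klrb1c and Clec1a were named after their values were seen. Chd7 and Gm16587, also named after their values were seen, were called only at 12 months, and Cavin2, a member of the ageing list, only at 22 months. Gm16587 is annotated as antisense to Selp and the 2 genes overlap in exons, so the counts of both are uncertain where counting ignored strand. Klrb1c overlaps the exons of 1 gene on its own strand and has close paralogs, so its counts are uncertain as well. When each library was left out in turn, Chd7 and Gm16587 lost their call at 12 months in 9 and 6 of 9 fits, and Clec1a and Cavin2 lost theirs at 22 months in 8 and 7 of 9 fits. The calls made at only one age were near the threshold at the other. Chd7 had an edgeR adjusted p of 0.0671 in old against young and Cavin2 one of 0.105 in middle-aged against young. Among the 11 genes called in either comparison, the old-against-middle-aged log2 difference ranged from -0.48 for Jam2 to 0.27 for Cavin2, and none of the 11 differed between those ages (smallest unadjusted edgeR p of 0.0579, for Jam2). A single F-test over the 3 ages called 8 genes (edgeR, FDR 0.05), all of them in the shared set.

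To place middle-aged libraries between young and old without letting them choose the genes, the 6 genes called in a fit of young and old libraries alone were scored (Bmpr1a, Ehd3, Selp, Sult1a1, Aldh1a1 and Clca3a1, all higher in old). On a scale with the young mean at 0 and the old mean at 1, the middle-aged libraries scored 1.04, 1.13 and 0.94, a mean of 1.04 ± 0.096 (SD, n = 3). They lay apart from the young libraries, which scored -0.042, 0.075 and -0.033 (exact permutation test, two-sided, p = 0.1, the smallest this design allows). They overlapped the old libraries, which scored 0.96, 1.05 and 0.98 (exact permutation test, two-sided, p = 0.7). The young and old scores are favoured by the selection, since the same libraries chose the genes. When 1 young and 1 old library were left out of the selection and used as the scale, 6 of the 9 combinations selected any gene, and the mean position of the middle-aged libraries was 0.980, with a range from 0.608 to 1.16. Among the alternatives without the replicate block, the mean position was lowest at 0.689 without a count filter and 0.697 with DESeq2.

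The list of 30 genes described as higher in aged LT-HSCs was tested next. All 30 passed the count filter. In old against young libraries all 30 had a positive log2 fold change, with a median of 1.58 and a range from 0.21 to 4.17. The list as a whole was higher, with a two-sided p of 5.95e-05 in limma's fry rotation test and of 5.62e-77 in camera. Among the alternatives, the fry p in middle-aged against young was largest when only the 2 ages compared were fitted, at 0.00130. In old against young it was largest with the replicate block, at 9.54e-04. Of the 30 genes, 6 passed an FDR of 0.05 over all genes and 26 passed it when adjusted over the list alone. In middle-aged against young libraries all 30 were again positive, with a median of 1.75 and a range from 0.29 to 4.53 (fry p of 7.74e-05 and camera p of 8.31e-76, limma). Of these, 5 passed over all genes and 25 over the list alone. The largest fold change, that of Trpc1, rests on between 1 and 7 counts in the young libraries. Osmr, Sbspon, Tm4sf1 and Perp each had a young library with 0 counts. The size of these fold changes is therefore uncertain. Selp, which encodes P-selectin, had a log2 fold change of 2.53 with a standard error of 0.32 at 12 months and 2.34 with a standard error of 0.32 at 22 months. Wwtr1 rose from 1.43 ± 1.73 CPM in young to 27.8 ± 4.91 CPM in middle-aged and 25.9 ± 3.08 CPM in old libraries (SD, n = 3 each), but its adjusted p over all genes was above the threshold in the main test (edgeR, 0.0533 and 0.0599). This call depended on the setting. Wwtr1 passed, among other settings, without a count filter and with DESeq2. Over the alternatives its adjusted p ranged from 1.17e-09 to 0.190 at 12 months and from 5.59e-09 to 0.178 at 22 months. Slamf1, whose protein CD150 is used to sort LT-HSCs, changed little, with a log2 fold change of 0.33 (standard error 0.25) at 12 months and 0.21 (standard error 0.24) at 22 months. Between old and middle-aged libraries, a test not planned in advance, 12 genes were higher and 18 lower and no difference was detected (fry p of 0.664, limma). None of the 30 (0 genes) reached an unadjusted p under 0.05 there. The fry p-values of the 3 list tests planned in advance, adjusted together by the Benjamini-Hochberg method, were 1.16e-04 for the ageing list in both comparisons and 0.0318 for the IGF list described next.

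**Figure D3:**
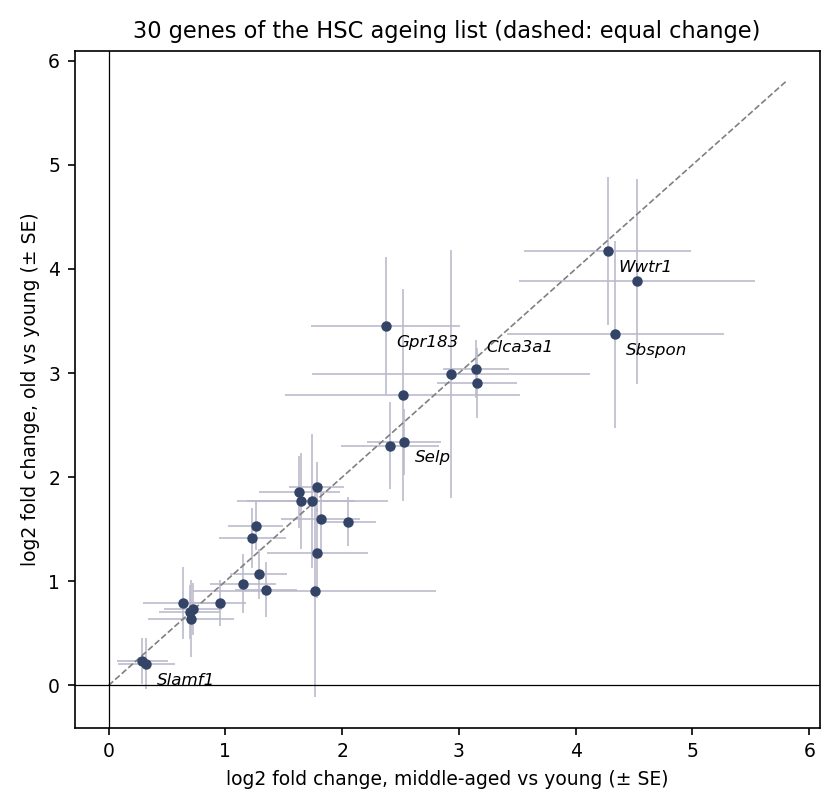
Log2 fold change against young of the 30 genes of the ageing list at 12 months (horizontal axis) and 22 months (vertical axis), with standard errors as bars; the dashed line marks equal change. All 30 genes are above 0 on both axes, from Cd9 at 0.29 to Trpc1 at 4.53 on the horizontal axis and from Slamf1 at 0.21 to Wwtr1 at 4.17 on the vertical axis. Both axes use the same young libraries. Trpc1 had between 1 and 7 counts in these libraries and Wwtr1 between 2 and 52, so the size of their fold changes is uncertain.

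The study is known to concern IGF1 in middle-aged marrow, and 18 of the 20 genes of the IGF list passed the count filter. In middle-aged against young libraries 13 were lower and 5 higher (limma, directional fry p of 0.0318 and camera p of 0.0529). The directional fry p rose to 0.126 with limma-voom, so this result did not hold under every test. The mixed-direction fry test, which asks whether genes of the list differ in either direction, gave a p of 1.28e-07 (limma). A few genes with large changes can carry this test, so its p does not show a difference across the list. Igfbp5 had by far the largest log2 fold change of the list, at -4.82. The mixed test was not run without Igfbp5. Of the 18 genes, 0 passed an FDR of 0.05 over all genes, 4 had an unadjusted edgeR p under 0.05 (2 higher and 2 lower), and 1, Igfbp5, passed when adjusted over the list alone. Igfbp5 had between 100 and 244 counts in young, at most 16 in middle-aged and between 78 and 502 in old libraries. Its counts were 0 in middle-aged replicates 2 and 3, under the 3 counts taken as the floor. Igf1 was at 12.4 ± 5.59 CPM in young, 3.38 ± 0.871 CPM in middle-aged and 9.06 ± 5.72 CPM in old libraries (SD, n = 3 each). Its log2 fold change at 12 months was -1.87 with a standard error of 0.60, and its unadjusted edgeR p of 0.00752 did not survive adjustment over all genes (adjusted p = 0.510). The receptor gene Igf1r differed by 0.27 on the log2 scale at 12 months with a standard error of 0.19, which did not pass the threshold (edgeR adjusted p = 0.847). In old against middle-aged libraries, not planned in advance, 12 genes of the list were higher and 6 lower (limma, fry p of 0.0221 and camera p of 0.0273). The median log2 fold change of the list was only 0.09, while that of Igfbp5 was 5.92. Of the 18 genes, 2 had an unadjusted edgeR p under 0.05, and only Igfbp5 passed when adjusted over the list alone. A rise of the list as a whole is therefore not shown. In old against young libraries, also not planned, 8 were higher and 10 lower. No difference was detected there (limma, fry p of 0.536 and camera p of 0.906).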

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

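Alternatives were set before the data were examined except for those named as later choices. Relative-log-expression and upper-quartile scaling gave 10 and 9 genes against young at 12 and 22 months, as in the main test, and moved the median log2 fold change of all genes by under 0.05. All 30 genes of the ageing list stood higher in the main test, and its directional rotation-test p stayed between 5.94e-05 and 9.54e-04 (old against young) and between 7.72e-05 and 0.00130 (middle-aged against young) under the 10 alternatives that could move it, other than leaving out libraries. No named gene reversed its direction in the 720 refits of 36 single-gene comparisons that could move a fold change. With the robust prior, which moves only the p-values, there were 756 refits: 57 moved a gene out of significance, 30 moved one in, and the rest left it on the same side. Of the 57, 38 came from leaving out a library, and they were unequally spread: Chd7 (middle-aged against young) lost its call in 9 of 9 such fits, Clec1a (old against young) in 8, Cavin2 (old against young) in 7, Gm16587 (middle-aged against young) in 6 and Clec1a (middle-aged against young) in 4, while Clca3a1, Bmpr1a and Sult1a1 kept theirs in all 9 in both comparisons.

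The number of genes depended on the tool. With DESeq2 there were 130, 117 and 21 genes in middle-aged against young, old against young and old against middle-aged, 118 genes over the 3 ages, and 65 genes shared by the comparisons against young, all 65 in the same direction. Of the 130 and 117 genes, 119 and 114 had no overlap in CPM between the ages. On simulated data at this sample size 21.2% of DESeq2's calls were false, against 0.758% of edgeR's. That simulation was drawn with edgeR's own dispersion estimates, which may favour edgeR, so it does not settle which number of calls is nearer the truth. The share of genes called higher also differed, from 10 of 10 in the main test to 104 of 130 with DESeq2 at 12 months. Without a count filter edgeR called 71 (62 higher, 9 lower), 72 (69 higher, 3 lower) and 14 genes in the 3 comparisons, 102 over the 3 ages, and 43 shared. Of the 71, 72 and 14 genes, 4, 5 and 8 lay below the filter of the main test, so in the comparisons against young added genes do not account for the rise. The prior degrees of freedom of the quasi-likelihood fit rose from 7.43 to 28.2 without the filter; whether this is the cause was not tested. With limma-voom 6 genes were called at 12 months and 5 were shared. When only the 2 ages compared were fitted, 5 genes were shared. With the mitochondrial share as a covariate, a later choice, 4 genes differed over the 3 ages; for these last 3 settings the cause was not tested.

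Same-numbered libraries did not deviate together: the mean correlation of their deviations from the group means was -0.0294 for middle-aged and young, 4.07e-04 for old and young and 0.0572 for old and middle-aged. With the replicate block there were 9 genes in middle-aged against young, 18 in old against young, 1 in old against middle-aged and 8 shared, and the IGF list had a limma rotation-test p of 0.0596. The block together with the loess correction for GC content and transcript length, chosen later, gave 21 genes in old against young (20 higher, 1 lower); the cause was not tested.

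The mean position of the middle-aged libraries moved to 0.689 without a filter, where 59 genes were selected, to 0.697 with DESeq2, where 112 were selected, and to 0.563 with the replicate block, where 9 were selected. It stayed at or above 0.980 under the other 11 alternatives, in which at most 7 genes were selected. Some of these positions rest on very few genes. The mitochondrial covariate and a selection at an FDR of 0.01 each left 1 gene, and a mean count of at least 10 left 2. The cause of the lower position was not tested for the filter and the block.

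The rotation-test p of the IGF list rose above 0.05 with relative-log-expression scaling (0.05001), upper-quartile scaling (0.0711), limma-voom (0.126) and the mitochondrial share as a covariate (0.0773); the cause was not tested.

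Across the 9 fits that each left out one library, the number of genes ranged from 8 to 16 in middle-aged against young, from 3 to 14 in old against young, from 0 to 1 in old against middle-aged, from 5 to 10 over the 3 ages and from 3 to 9 shared. The position ranged from 0.931 to 1.12. It rested on 1 gene in the fits without young replicate 1, old replicate 1 and old replicate 2. The ageing list p ranged from 2.84e-05 to 5.86e-04 (old against young) and from 6.07e-05 to 6.51e-04 (middle-aged against young). The IGF list p ranged from 0.0156 to 0.0762 and was above 0.05 in 4 of the 9 fits.

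On simulated data with the dispersions estimated here, edgeR recovered 65.5% of simulated changes of 1 to 3 log2 units and 92.6% of those of 3 log2 units. These shares hold for genes above a minimum mean level, the only ones changed in the simulation.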

Other observations

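The tests of the mitochondrial share as a covariate, of the size of a GC bias against the mitochondrial share, of GC content and length against the called genes, of lineage markers, immediate-early genes, Xist and a level seen only in middle age were chosen after the results they bear on were seen.

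Other splits of the libraries were refitted. For middle-aged against young, only 1 of the 4 splits that part the 3 same-numbered pairs, the real one, gave as many as 10 genes, and 1 of all 10 splits did. For old against young, 1 of 4 and 1 of 10 splits gave as many as 9 genes. For old against middle-aged, all 4 of 4 splits gave at least the 0 genes found, as any split must. The ageing list gave its smallest p in the real split in both comparisons (1 of 4 each), as did the IGF list in middle-aged against young (1 of 4). In old against middle-aged, where the IGF list had a fry p of 0.0221, another of the 4 splits gave a smaller one, 0.0212. With 4 or 10 splits the share cannot fall under 0.05, so these counts cannot rule out grouping by chance. Of the 36 arrangements into 3 groups that each hold replicates 1, 2 and 3, 4 gave at least the 8 genes of the F-test and 4 gave at least the 8 shared genes. All 4, the real one included, kept the 3 young libraries together and differed only in how middle-aged and old libraries were divided. Among 34 other arrangements drawn at random, in which some group holds a number more than once, 1 gave as many, and it too kept the young libraries together. The other arrangements gave at most 2 genes. The F-test result therefore cannot be told apart from a result of young against all others, which is in line with the absence of calls between 12 and 22 months.

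The 11 genes called against young might owe their difference to technical variation between libraries. After a loess correction for GC content and transcript length all 11 were still past the FDR in at least one comparison, and with the mitochondrial share as a covariate 7 of the 11 were. The loess correction moved the log2 fold changes of the 11 genes by at most 0.10 at 12 months and 0.08 at 22 months. The estimated GC and length trends thus differed little between the ages, and calls kept under so small a shift do not exclude a bias that these trends miss. The covariate moved the log2 fold changes of the 11 genes by at most 0.23 and 0.15, with medians of 0.03 and 0.02. Over all tested genes the 95th percentile of its shift was 0.84 and 0.64. In the main test the 11 log2 fold changes ran from 1.26 (Cavin2) to 4.20 (Bmpr1a) at 12 months and from 1.53 to 3.76 at 22 months. These values argue against the mitochondrial share as the source of the difference for these 11 genes. Why 4 calls were lost with the covariate was not tested. Pooling remains open. Young libraries came from pooled mice and the others from single mice, so every call against young is also a call of pools against single animals. If pooling had averaged out animal differences, the young libraries should vary less. Their biological coefficient of variation was 0.951 of the mean of the other ages. Averaging over animals does not by itself raise or lower a mean level, and no label names a batch. A difference in collection or handling that goes with pooling was not tested, and the pattern cannot be told apart from that.

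Across all 15054 genes, the log2 difference at 12 months correlated with that at 22 months at Pearson r = 0.572, but both differences subtract the same young libraries. Taking the middle-aged or the old libraries as the shared baseline gave r = 0.504 and 0.420. When the 2 comparisons were given different young libraries, the mean r over 6 combinations fell to 0.105 (range -0.0049 to 0.209), just above the limit of 0.1 set before the test. The same calculation gave 0.0095 with middle-aged and -0.011 with old libraries as baseline. By that limit the shared libraries do not account for all of the agreement, but most of the apparent r of 0.572 may come from them. Genes are not independent replicates, so no p-value is given.

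The mitochondrial share varied from 9.51% to 35.4%. GC content bias in library preparation is a candidate explanation, because mitochondrial genes are AT-rich (mt-Rnr2 has 35.4% GC, against a median of 49.2% in the tested genes). The prediction was that libraries with more mitochondrial counts would also favour AT-rich nuclear genes. The slope of log2 CPM deviation on GC content over 14793 nuclear genes fell as the mitochondrial share rose, with Pearson r = -0.876 (permutation p = 0.00177, adjusted over 5 relations 0.00442) and Spearman rho = -0.867 (permutation p = 0.00438, adjusted 0.0109) over 9 libraries. Without the 2 libraries farthest from the median share r was -0.792, and with deviations from the age means it was -0.881. The slopes are too small for the whole effect, however. For the count-weighted GC content of 35.9% of the 37 mitochondrial genes they give 26.1% of the log2 range of the summed mitochondrial CPM, and for mt-Rnr2 alone 28.03%. A linear GC bias may therefore account for part of the range and does not account for most of it. The slope on transcript length was not related to the share (r = -0.302, permutation p = 0.438; rho = -0.417, permutation p = 0.269). The first principal component followed the share (r = 0.786, permutation p = 0.0131, adjusted 0.0218; rho = 0.817, permutation p = 0.0111; r = 0.844 without 2 libraries), so the main axis of variation among these libraries may be technical. Each age holds too few libraries to compute these relations within it.

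Xist followed the mitochondrial share most closely of the 5 measures: r = 0.960 (permutation p = 1e-05, the smallest 100000 resamples can give) and rho = 0.983 (permutation p = 4.0e-05), and r = 0.936 without 2 libraries. Its level ran from 1908 CPM in old replicate 2 to 7851 CPM in middle-aged replicate 1. The GC slopes give only 16.6% of this log2 range for the 41.4% GC content of Xist, so a linear GC bias alone does not account for it. Unequal recovery of mitochondrial and nuclear RNA was not tested. The rRNA-like gene Gm42418 was not related to the share (r = -0.410, permutation p = 0.275; rho = -0.200, permutation p = 0.612).

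Old replicate 3 carried transcripts of other blood lineages. The genes of 5 marker lists were fixed in advance, while the test of this library was chosen later. In 3 of 5 lists its summed level was the highest of the 9 libraries: 4154 CPM for erythroid genes (next highest 1932), 4044 CPM for neutrophil genes (next 1635) and 820 CPM for B-cell genes (next 211). Mpo was at 487 CPM there and at most 62.4 CPM elsewhere, with 0 counts in middle-aged replicates 2 and 3. RNA from other marrow cells is a possible explanation and was not told apart from expression in the sorted cells. The megakaryocyte list was highest in young replicate 3 (918 CPM, next 340), with Ppbp contributing 617 CPM there and at most 12.9 CPM in any other library. The T and NK cell list was highest in old replicate 2, at 29.9 CPM.

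Immediate-early genes, which respond to stress and to tissue handling, stood higher in old than in young libraries: 11 of 11 tested genes had a positive log2 fold change with a median of 1.36 (limma fry p of 0.0228 and camera p of 2.04e-18). Of the 11 genes, 0 passed an FDR of 0.05 and 8 had an unadjusted edgeR p under 0.05. Egr1 went from 264 ± 85.2 CPM in young to 1390 ± 815 CPM in old libraries (SD, n = 3 each). Without old replicate 3 the fry p of the list was 0.0360 and the camera p 1.08e-13, so that library alone does not account for the difference. Handling time could produce the same pattern and no label allows a test of it. In middle-aged against young libraries the fry p of the list was 0.0947, not past 0.05, and the camera p was 1.31e-07. Camera presets the correlation between genes and does not estimate it for this list. If immediate-early genes vary together across libraries, its p-values here are too small.

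Some genes looked different only at 12 months. The mean levels of Igfbp5 and Igf1 were lower and that of Hoxb5 was higher in middle-aged than in both other ages. For Igf1 the middle-aged and old libraries overlapped. Hoxb5 had 35.97 ± 5.09 CPM in middle-aged, 10.01 ± 2.30 CPM in young and 17.5 ± 7.20 CPM in old libraries (SD, n = 3 each). This question was tested in 2 versions. The first compared middle-aged libraries with the mean of young and old by edgeR and gave 2 genes past the FDR, Bmpr1a and Clca3a1. Both were also high in old libraries, so that contrast did not test a peak. It was replaced, after its result was seen, by a test that needs a difference from both other ages on the same side. By the larger of the p-values against young and against old, 0 genes passed an FDR of 0.05 as a peak or trough in middle age, and 212 had both unadjusted p-values under 0.05. The count was 345 for young apart from both other ages, 8 of them past the FDR, and 144 for old apart, 0 of them past the FDR. The result depended on the setting. Without a count filter 5 genes passed, Igfbp5 among them (edgeR adjusted p = 0.0128), and 369 had both unadjusted p-values under 0.05. The others were Cxcl12 and the immunoglobulin genes Igkv1-88, Igha and Ighv10-1, named after their values were seen. Igfbp5 had 0 counts in middle-aged replicates 2 and 3, the libraries in which Mpo also had 0. Whether RNA from other marrow cells lies behind the level of Igfbp5 was not tested. With DESeq2 3 genes passed, none of them Igfbp5, Igf1 or Hoxb5, and 245 had both p-values under 0.05. Against young alone, Igfbp5 also passed without a filter (edgeR adjusted p = 0.00135), and Hoxb5 passed without a filter (edgeR) and with DESeq2 (adjusted p = 2.07e-04). Over all alternatives other than leaving out libraries, the adjusted p against young ranged from 0.00135 to 0.710 for Igfbp5 and from 2.07e-04 to 0.242 for Hoxb5. A trough of Igfbp5 in middle age is therefore not stable across settings, and none was found for Igf1 or a peak for Hoxb5 under these 3 settings.

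The position of the middle-aged libraries was 0.697 with the DESeq2-selected genes, against 1.04 with the 6 genes of the main test. If selection on the scored young and old libraries had stretched the scale, scoring libraries held out of the selection should bring it back toward 1. The mean over 9 held-out combinations was 0.911, but single combinations ran from -4.01 to 4.004, with a median of 1.17. The criterion written before the test, a mean of at least 0.85, was met. A second criterion, that the single values span no more than 1, was added after the result was seen because of their spread, and under it the test cannot decide. The lower position therefore cannot be told apart from an effect of the selection.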
